# αDβ2 as a novel target of experimental polymicrobial sepsis

**DOI:** 10.3389/fimmu.2022.1059996

**Published:** 2022-11-18

**Authors:** Sophia Koutsogiannaki, Lifei Hou, Toshiaki Okuno, Miho Shibamura-Fujiogi, Hongbo R. Luo, Koichi Yuki

**Keywords:** integrin, aDb2, sepsis, cell death, phagocytosis

## Abstract

Since sepsis was defined three decades ago, it has been a target of intensive study. However, there is no specific sepsis treatment available, with its high mortality and morbidity. αDβ2 (CD11d/CD18) is one of the four β2 integrin members. Its role in sepsis has been limitedly studied. Using an experimental polymicrobial sepsis model, we found that the deficiency of αDβ2 was associated with less lung injury and better outcome, which was in sharp contrast to other β2 integrin member αLβ2 (CD11a/CD18), and αMβ2 (CD11b/CD18). This phenotype was supported by a reduction of bacterial loads in αDβ2 knockout mice. Further analysis showed that the deficiency of αDβ2 led to a reduction of neutrophil cell death as well as an increase in neutrophil phagocytosis in both murine and human systems. Our data showed a unique role of αDβ2 among the β2 integrin members, which would serve as a potential target to improve the outcome of sepsis.

## Introduction

Sepsis remains to be a huge health care burden. Sepsis is the leading cause of death in the non-cardiac intensive care units (ICUs), accounting for more than 750,000 deaths annually in the U.S. Lack of specific treatment against sepsis is largely responsible for its high morbidity and mortality. Sepsis is treated conservatively with antibiotic administration, fluid resuscitation, and respiratory support. Thus, the development of a therapeutic to attenuate sepsis is urgently needed.

β2 integrins are a leukocyte-specific glycoprotein adhesion molecule family consisting of α- and β-subunits responsible for a number of leukocyte functions during infection. The critical role of β2 integrins in infection is well illustrated by a rare genetic disease called leukocyte adhesion deficiency type I (LAD I), which is caused by a functional or expressional defect of β2 integrins, and characterized by recurrent infection, sepsis, and death (1). β2 integrins consist of the four members; αLβ2 (CD11a/CD18, leukocyte function-associated antigen-1), αMβ2 (CD11b/CD18, macrophage 1-antigen), αXβ2 (CD11c/CD18), and αDβ2 (CD11d/CD18). Among them, αLβ2 and αMβ2 have been extensively studied. αLβ2 is ubiquitously expressed on leukocytes, and involved in a number of important leukocyte functions including trafficking and immunological synapse formation (2). αMβ2 is expressed mainly on innate immune cells, and plays a major role in their recruitment and phagocytosis (3, 4). Both αLβ2 and αMβ2 deficiency significantly worsened infection and sepsis outcome (5–7). αXβ2 (CD11c) is widely known as a dendritic cell marker, and its deficiency also worsened the sepsis outcome (8). αDβ2 was cloned last among the β2 integrins, and the investigation on the role of αDβ2 in sepsis has been limited.

The inhibition of β2 integrins as a whole may not be desirable based on LAD I phenotype. However, the blockade of β2 integrins mitigated lung injury in sepsis (9, 10), suggesting that a subset of the β2 integrins serves as a potential target for sepsis treatment. Here we hypothesized that the inhibition of a subset of β2 integrin members would serve to protect from lung injury and lead to the improvement of sepsis outcome. Accordingly, the aim of this study was to determine the role of each β2 integrin member in the development of sepsis-associated lung injury. We found that αDβ2 played a unique role in sepsis among the β2 integrin members so that its inhibition led to the improvement of sepsis outcome with less lung injury.

## Materials and methods

### Mice

Wild type (11), CD11a (αL) knockout (KO) mice (12), CD11b (αM) KO mice (13), CD11d (αD) KO mice (14) were obtained from Jackson Laboratory (Bar Harbor, Maine, USA). CD11c (αX) KO mice were kindly given by Dr. Christie Ballantyne (Baylor University). CD18 KO (β2) KO mice were kindly given by Dr. Dennis Wagner (Boston Children’s Hospital). They were housed under specific pathogen-free condition, with 12-hour light and dark cycles. All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at Boston Children’s Hospital.

### CLP surgery

All the experimental procedures complied with institutional and federal guidelines regarding the use of animals in research. Polymicrobial abdominal sepsis was induced by cecal ligation and puncture surgery, as we previously performed (7). In brief, mice were anesthetized with an intraperitoneal injection of ketamine 60 mg/kg and xylazine 5 mg/kg. Following its exteriorization, the cecum was ligated at a 1.0 cm from its tip and subjected to a single, through- and -through puncture using a 20-gauge needle. A small amount of fecal material was expelled with a gentle pressure to maintain the patency of puncture sites. The cecum was reinserted into the abdominal cavity. 0.1 mL/g of warmed saline was administered subcutaneously. Buprenorphine was given subcutaneously to alleviate postoperative surgical pain. For outcome study, mice were observed up to 7 days.

### Lung injury analysis

For histological analysis, lung was fixed with 4% paraformaldehyde for histological analysis. Lung histology was subjected to Hematoxylin and Eosin (H&E) staining. In some cases, we also examined bronchial lavage fluid (BAL) for protein concentrations, and performed wet to dry ratio.

### Quantitative organ culture

To determine the bacterial loads in the organs and blood, tissue homogenates or blood were loaded on 5% blood agar plates (Teknova; Hollister, California, USA) after surgical dilutions and incubated for 18 hours as previously described (15). Colonies of all morphologies on plates were counted. For neutrophil depletion experiment, 250 µg of rat anti-Ly6G antibody (clone 1A8, Bio X Cell, Lebanon, NH) was injected intraperitoneally one day before CLP procedure as previously described (16). As a control, normal rat IgG2a isotype control was used.

### *Escherichia coli* intraabdominal infection model

Escherichia coli (*E. coli*)-GFP (ATCC25922-GFP) was overnight cultured in Luria-Bertani (17) ampicillin (100 µg/mL) medium at 37°C and washed twice with sterile PBS buffer. Mice were subjected to an intraperitoneal injection of *E. coli*- GFP (10^8^ CFU). At 6 hours after the injection, peritoneal fluid was collected by lavage using 5 mL of cold PBS buffer. Serial dilutions of the final bacterial inocula were plated on LB-ampicillin (100 µg/mL) agar plates and incubated overnight at 37°C to verify the number of live bacteria injected as above.

### Cell death assay

Cell death was examined using Annexin V apoptosis detection kit (BD Biosciences, San Jose, CA, USA). Briefly cells were stained with Annexin V-FITC. Then, cells were subjected to flow cytometry analysis using BD Accuri C6 (BD Biosciences).

### Chimeric mouse experiments

To generate mixed bone marrow chimeras, recipient mice on the C57BL/6 background were irradiated with two doses of 550 rad with 4-hour intervals. Wild-type (WT; CD45.1) and CD11dKO (CD45.2) derived bone marrow cells (total of 5 × 10^6^ cells) were mixed at the ratio of 1:1 and injected into the tail vein of lethally irradiated recipients. Mice were evaluated for the reconstitution of the immune compartment at various time points after bone marrow transplantation. To prevent bacterial infection, the mice were provided with autoclaved drinking water containing sulfatrim for 1 week prior to and for 4 weeks after irradiation.

### Phagocytosis

The neutrophil phagocytosis was done using Phagotest Kit (Glycotope Biotechnology; Heidelberg, Germany). Mouse neutrophils were incubated in complete RPMI 1640 on ice for 10 min, followed by the addition of FITC-*E. Coli*. Then the neutrophil suspension was kept on ice as cold control or was put into 37°C water bath for 10 min. At the end of incubation, cells were transferred back on ice, quenched, and washed. Cells were suspended in PBS/1% PFA and measured by BD Accuri C6 (BD Biosciences).

### Reactive oxygen species

Mouse neutrophils (2 × 10^5^ in 200 µl) were cultured in complete RPMI 1640 at 37°C for 30 min. Dihydrorhodamine-123 (1 µM; Sigma-Aldrich) was added for 5 min at 37°C. Neutrophils were washed once. PMA (100 nM) was added, and the cells were incubated for additional 15 min at 37°C. After one wash, the cells were resuspended in cold PBS with 1% FCS for detection of ROS-induced rhodamine-123 on BD Accuri C6 (BD Biosciences).

### Chemotaxis

Bone marrow neutrophils were subjected to horizontal chemotaxis assay using the EZ-TAXIScan apparatus (Effector Cell Institute; Tokyo, Japan) as previously performed. Neutrophils suspended in RPMI1640 containing 10 mM HEPES, 0.1% BSA and 10 mM EDTA were aligned on one edge of the chemotaxis channel. At the other end, 1 µM N-formylmethionine-leucyl-phenylalanine (fMLP) was injected, creating a gradient along the channel. Pictures were taken every 30 seconds for 20min, and recorded movies were analyzed using FIJI software (National Institute of Health; Bethesda, MD).

### Eicosanoid lipidomics

Reverse-phase mass spectrometry (MS)-based quantitation technique for eicosanoids was previously described (18). The lipids were extracted with methanol and diluted with water containing 0.1% formic acid to yield a final methanol concentration of 20%. After addition of deuterium-labeled internal standards, the samples were loaded on Oasis HLB cartridge (Waters, Milford, MA). The column was washed with 1 mL of water, 1 mL of 15% methanol, and 1 mL of petroleum ether and then eluted with 0.2 mL of methanol containing 0.1% formic acid. Eicosanoids were quantified by reverse-phase-HPLC-electrospray ionization-tandem MS method.

### RNA sequencing

Blood or lung cells were stained with anti-Ly6G, CD11b, and CD45.2 antibodies. Neutrophils were sorted as Ly6G^+^/CD11b^+^/CD45.2^+^ population. They were subjected to RNA purification using Qiagen RNeasy Plus Mini Kit. RNA samples were quantified using Qubit 2 Fluorometer (Life Technology; Carlsbad, CA) and RNA integrity was checked with Agilent TapeStation (Agilent Technologies; Palo Alto, CA). SMART-Seq v4 Ultra Low Input kit for Sequencing was used for full-length cDNA synthesis and amplification (Clonetech; Mountain View, CA), and Illumina Nextera XT library was used for sequencing library preparation. Briefly, cDNA was fragmented, and adaptor was added using transposase, followed by limited-cycle PCR to enrich and add index to the cDNA fragments. The final library was assessed with Qubit 2.0 Fluorometer and Agilent TapeStation. The sequencing libraries were multiplexed and clustered on one lane of a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq instrument according to the manufacturer’s instructions. The samples were sequenced using a 2x150 paired end configuration. After investigating the quality of the raw data, sequencing reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the mouse reference genome using STAR aligner v.2.5.2b. Only unique reads that fell within exon regions were counted. After extraction of gene hit counts, the gene hit counts table was used. Using DESeq2, a comparison between the groups of samples was performed. The Wald test was used to generate p-value and Log_2_ fold changes. Genes with adjusted p-values < 0.05 and absolute log_2_ fold change > 1 were called differentially expressed genes. Data are available at GSE215749 (GEO).

### CRISPR/Cas9 deletion of Itgad gene in HL-60 cells

CRISPR/Cas9 editing to delete αD (gene: Itgad) expression was done in HL-60 cells as follows. HL-60 cells were cultured at 37°C in RPMI1640 supplemented with 10% FBS, 1% penicillin/streptomycin. Confluency was maintained between 3 x10^5^-1.5x 10^6^/ml. Electroporation was performed one day after passaging when cells were in log phase of growth using the Lonza 4D Nucleofector with 20 µl Nucleocuvette strips as described (19, 20). Briefly, ribonucleoprotein (RNP) complex was made by combining 100 pmol Cas9 (IDT; Newark, NJ) and 100pmol modified sgRNA (Synthego; Redwood City, CA) targeting ITGAD using either sg1 (UUCUUAUCAUGGAUUCAACC) or sg2 (AUGAUAAGAAGCCAGGACUG) and incubating at room temperature for 15 minutes.

2 x10^5^- 4 x 10^5^ HL-60 cells were resuspended in 20 µl SF cell line solution (Lonza; Basel, Switzerland) and were mixed with RNP and underwent nucleofection with program EN-138 as per manufacturer recommendations. Cells were returned to RPMI1640 media and editing efficiency was measured 48 hours after electroporation by polymerase chain reaction (PCR). First, genomic DNA was extracted using the DNeasy kit (Qiagen; Hildgen, Germany) according to the manufacturer’s instructions. Genomic PCR was performed using Platinum II Hotstart Mastermix (Thermo Fischer Scientific), and edited allele frequency was detected by Sanger sequencing and analyzed by ICE (21). The following primer pairs were used: ITGAD (forward: ATGATAAGAAGCCAGGACTG; reverse: CAGTCCTGGCTTCTTATCAT).

### Statistical analysis

Data were analyzed as indicated in the figure legends. Statistical analysis methods were included under each figure legend. Statistical significance was defined as P<0.05. All the statistical calculations were performed using PRISM9 software (GraphPad Software, La Jolla, CA).

## Results

### αDβ2 deficiency attenuated lung injury and improved survival in experimental polymicrobial abdominal sepsis

Polymicrobial abdominal sepsis induced by CLP surgery is the most frequently used preclinical sepsis model that best recapitulates human sepsis (22, 23). We previously reported that sepsis outcomes of αL KO, αM KO and αX KO mice were worse than that of wild-type (11) mice in this model (5–7). Because blocking β2 integrin as a whole attenuated lung injury (9, 10), we examined the degree of lung injury in mice deficient of each of the β2 integrin members. In line, β2 KO mice had less lung injury following CLP (**Figure 1A**). Histological analysis demonstrated that lung injury was highly induced following sepsis in WT, αL KO, and αM KO mice (**Figure 1A**). In contrast, αD KO mice manifested less histological lung injury (**Figure 1B**). Wet-to-dry and BAL fluid analyses also supported the finding (**Figure 1B**). αD KO mice also showed better survival compared to WT mice (**Figure 1C**), suggesting that αDβ2 may be a good target to attenuate sepsis. We further examined bacterial loads at various organs. Bacterial loads at the lungs, spleen, kidney, and blood were significantly less in αD KO mice (**Figure 1D**), consistent with the survival data. However, bacterial loads at the peritoneal cavity did not show any difference between the two strains (**Figure 1D**). Neutrophils are the first-line defense immune cells critical for bacterial eradication (24). The relationship between neutrophil numbers in the blood, the peritoneal cavity, and the lungs between the two strains correlated with the data of bacterial loads above (**Figure 1E**), suggesting that the difference in neutrophil numbers at various sites was in part responsible for the degree of bacterial clearance. CLP sepsis is a sepsis with mixed bacterial flora. Considering the possibility that the flora between the two strains would not likely be the same., we also examined bacterial clearance in *E. coli* intraperitoneal injection model. Bacterial loads were significantly less in αD KO mice at 6 hours after an intraperitoneal injection (**Figure 1D**), indicating that integrin αD deficiency might enhance bacterial eradication.

**Figure 1:**
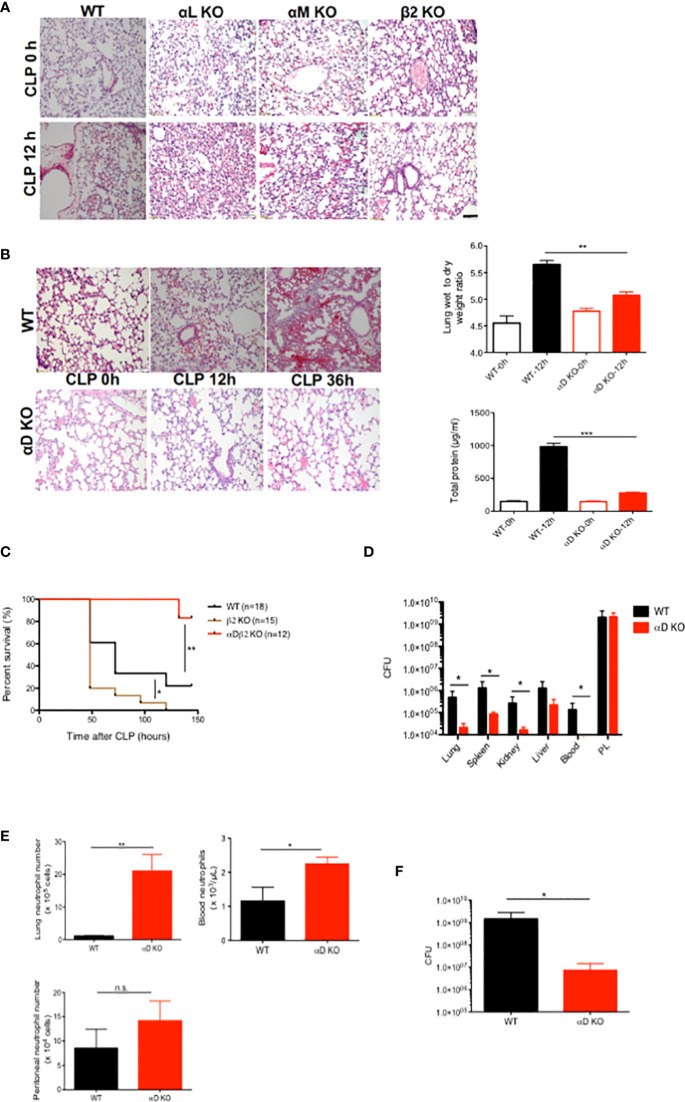
The role of αDβ2 in sepsis. **(A)** Representative lung histology of WT, αL KO, α KO, and β2 KO mice at the baseline and at 12 hours after CLP. Black bar indicates 50 µm. **(B)** Representative lung histology of WT and αD KO at the baseline, at 12 and 36 hours after CLP. Wet to lung analysis and BAL total protein analysis at the baseline and at 12 hours after CLP. Data were shown as mean +/- S.D. of 6 mice per group. One-way ANOVA with Bonferroni *post hoc* analysis was performed. **p < 0.01, ***p < 0.001. **(C)** Survival after CLP in WT (n=18), αD KO (n=12) and β2 KO (n=15) mice. Cox regression analysis was performed. *p <0.05, **p <0.01. **(D)** Bacterial loads in WT and αD KO mice at 12 hours after CLP. Data were shown as mean +/- S.D. of 8 mice per group. Two-way ANOVA analysis was performed. *p < 0.05. **(E)** Neutrophil counts at the lungs, the blood, and the peritoneal cavity in WT and αD KO mice at 12 hours after CLP. Data were shown as mean +/- S.D. of 6 mice. Student t test was performed. *P < 0.05, p < 0.01. **(F)** Bacterial loads at the peritoneal cavity at 6 hours after *E coli* intraperitoneal injection. Data were shown as mean +/- S.D. of 6 mice. Student t test was performed. *p < 0.05.

### αDβ2 KO neutrophils helped to eradicate bacterial loads in the lungs preferentially

The correlation of the degree of splenic apoptosis with sepsis outcome has been previously described (25–27). Splenic neutrophil and monocyte cell death was significantly less in αD KO mice (**Figure 2A**), consistent with the sepsis outcome data above. However, the degree of cell death was comparable in T and B cells between WT and αD KO mice (**Figure 2A**). The expression of αDβ2 was previously reported on neutrophils and monocytes/macrophages (28). We examined the contribution of neutrophils to CLP sepsis in both WT and αD KO mice by depleting neutrophils using 1A8 antibody. Neutrophil depletion worsened both lung and peritoneal bacterial loads in WT mice, but it significantly worsened only lung bacterial loads in αD KO mice (**Figure 2B**), which would likely be due to the difference in lung bacterial loads after CLP between the two strains. While lung bacterial loads were significantly lower in αD KO mice receiving isotype control compared to WT mice receiving isotype control, they were comparable between WT and αD KO mice subjected to neutrophil depletion.

**Figure 2:**
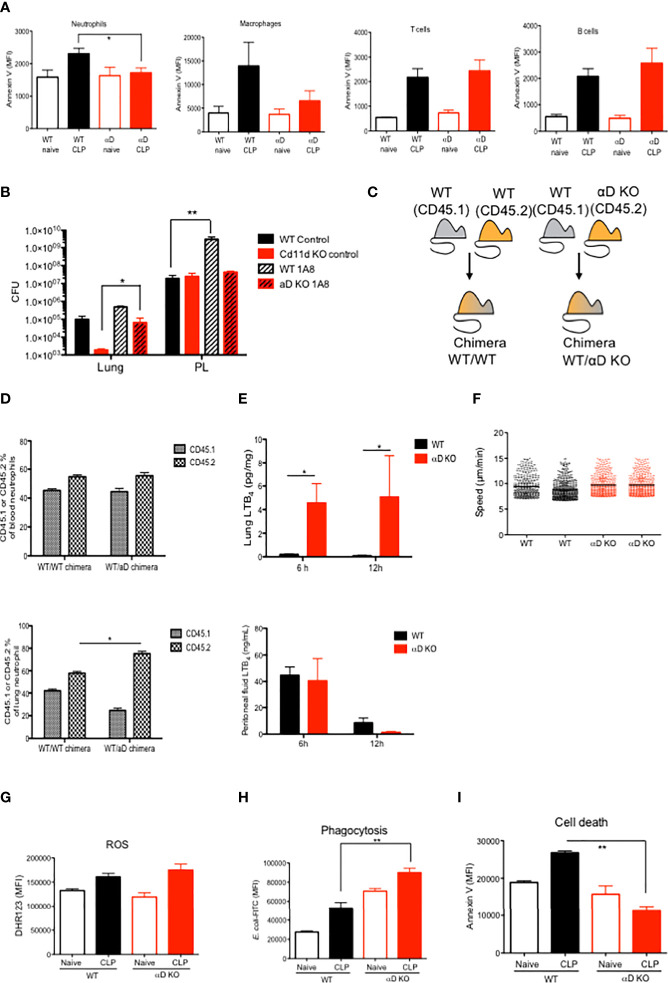
The functional of αDβ2 in neutrophils. **(A)** WT and αD KO lung leukocyte Annexin V expression at the baseline and at 12 hours after CLP. Data were shown as mean +/- S.D. of 4 mice. MFI; mean fluorescence intensity. One-way ANOVA with Bonferroni *post hoc* analysis was performed. *p < 0.05. **(B)** Bacterial loads at the lungs and the peritoneal lavage in WT and αD KO mice with or without neutrophil depletion. Mice were subjected to CLP sepsis and the samples were obtained at 12 hours after CLP. Data were shown as mean +/- S.D. of 6 mice. One-way ANOVA with Bonferroni *post hoc* analysis was performed. *p < 0.05, **p < 0.01. **(C)** Chimera scheme. **(D)** Blood and lung neutrophil analysis of chimeric mice at 12 hours after CLP. Data were shown as mean +/- S.D. of 4 mice. One-way ANOVA with Bonferroni *post hoc* analysis was performed. *p < 0.05. **(E)** Lung and peritoneal cavity LTB_4_ levels at 6 and 12 hours after CLP. Data were shown as mean +/- S.D. of 4 mice. One-way ANOVA with Bonferroni *post hoc* analysis was performed. *p < 0.05. **(F)** LTB_4_ mediated bone marrow neutrophil chemotaxis assay. Each dot represents one neutrophil. One-way ANOVA with Bonferroni *post hoc* analysis was performed. No significance was observed. **(G)** Lung neutrophil ROS activity from naïve and post CLP mice. For CLP mice, lungs were obtained at 12 hours after CLP. Data were shown as mean +/- S.D. of 6 mice. One-way ANOVA with Bonferroni *post hoc* analysis was performed. No significance was observed. **(H)** Lung neutrophil phagocytosis activity from naïve and post CLP mice. For CLP mice, lungs were obtained at 12 hours after CLP. Data were shown as mean +/- S.D. of 6 mice. One-way ANOVA with Bonferroni *post hoc* analysis was performed. **p < 0.01. **(I)** Lung neutrophil Annexin V expression from naïve and post CLP mice. For CLP mice, lungs were obtained at 12 hours after CLP. Data were shown as mean +/- S.D. of 6 mice. One-way ANOVA with Bonferroni *post hoc* analysis was performed. **p < 0.01.

### αD KO neutrophil demonstrated higher phagocytic ability, less apoptosis and more tissue recruitment

Although we observed the difference in neutrophil numbers in the lungs between WT and αD KO mice, it is yet to be determined if the result was intrinsically derived from integrin αD. To validate if the result of higher αD KO neutrophil numbers in the lungs is intrinsic, we generated mixed bone marrow chimera to harbor both WT and αD KO mice-derived hematopoietic systems, which were distinguished by congenic markers CD45.1 and CD45.2, respectively. Control mixed chimeras were made by the reconstitution of CD45.1 and CD45.2 WT bone marrow cells (**Figure 2C**). At 12 weeks after bone marrow transplantation, we examined peripheral blood and confirmed the peripheral blood leukocytes were constituted equally by CD45.1 and CD45.2 cells (data not shown). We found that more αD KO derived neutrophils existed in the lungs compared to WT (CD45.1) neutrophils, supporting that the phenotype was intrinsic to αD KO neutrophils (**Figure 2D**). LTB_4_ is a major neutrophil chemoattractant. At 6 and 12 hours after CLP in WT and αD KO mice, we observed LTB_4_ level was significantly higher in the lungs of αD KO mice (**Figure 2E**). In contrast, peritoneal LTB_4_ level was not statistically significant between the strains. We did not see any difference in neutrophil recruitment to neutrophil chemoattractant LTB_4_ *in vitro* (**Figure 2F**), indicating that the difference of numbers between WT and αD KO neutrophils in chimera’ lungs was not driven by chemotaxis. Here we examined the role of αDβ2 in neutrophils using WT and αD KO neutrophils. The level of reactive oxygen species (ROS) production was comparable between WT and αD KO mice (**Figure 2G**), while there was an increased phagocytosis by lung αD KO neutrophils (**Figure 2H**), supporting the result of the *E. coli* injection model (**Figure 1F**). To examine if higher αD KO neutrophil counts in the lung is explained by neutrophil survival, we also examined the cell death of lung neutrophils. Consistent with the result of splenic neutrophil apoptosis, the cell death of αD KO lung neutrophils was less compared to WT neutrophils (**Figure 2I**), which at least in part explains these results. Taken together, αD KO mice demonstrated a difference in neutrophil phenotypes characterized as less cell death and more efficient phagocytosis in the lungs. Higher lung αD KO neutrophil counts will be likely in part responsible for less neutrophil cell death.

### αD KO neutrophil transcriptomic analysis demonstrated the association between αD and proliferation, and phagocytosis

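RNA was sequenced from neutrophils sorted as Ly6G+/CD11b+/CD45.2+ cells from the blood and the lung of WT and αD KO mice, at the baseline (0h) and at 12 hours after cecal ligation and puncture (CLP). Full-length cDNA was amplified before library preparation, and the reads were trimmed and mapped with STAR. The authors counted unique reads within exons and deposited the counts for 49315 genes listed by Ensembl identifier, without normalization. The gene coordinates in the files equal those of a GRCm38 annotation for 44823 genes, and positions are given on that build. The 8 groups have 3 count files each, listed under 2 samples per group. The 2 files of sample 1 are called libraries 1a and 1b here, and the file of sample 2 is called library 2. The counts of libraries 1a and 1b of a group differed by a chi-square per degree of freedom of 63.5 to 328.5, above the limit of 1.2 set for files of the same library. Each file was therefore taken as a library, with n = 3 per group as in the legend of Figure 3. The check does not tell whether libraries 1a and 1b came from separate animals. In blood at 0h, total counts per library were 5753476 to 29433699 (median 22720096) in WT and 8883957 to 23239590 (median 22978223) in αD KO. In blood at 12 hours, they were 17976890 to 26047974 (median 19263388) in WT and 12585251 to 17854661 (median 17263379) in αD KO. Total counts in lung at 0h were 13210468 to 27402811 (median 24279166) in WT and 8999248 to 19312631 (median 18218900) in αD KO. At 12 hours in lung, totals were 10628463 to 28488406 (median 25465567) in WT and 11601976 to 29984954 (median 16565779) in αD KO. The 8 libraries 1b had between 29162 and 38844 genes with counts, and the other 16 libraries had between 17132 and 32666. Counts were normalized by edgeR's TMM method and are given as CPM, the counts scaled to a common library size, with the mean and SD of the 3 libraries. DEGs were called with edgeR's quasi-likelihood F test on the libraries of the groups compared, among genes kept by its filter on low counts, at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. The Wald test of DESeq2, the tool named in the paper's methods, was run on the same libraries as an alternative. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1. The reads carry no molecular identifiers, so floors and intervals given for counts cover counting error only. Groups are named by the labels of the deposited files.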

To further characterize αD KO neutrophils, we performed transcriptomic analysis of blood and lung neutrophils. 

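Itgad, the gene of αD, lies on chromosome 7 from 128154376 to 128223816. Its expression was between 12.6 and 96.1 CPM in the 12 libraries labelled αD KO and between 0.0522 and 4.08 CPM in the 12 libraries labelled WT. The files give counts per gene and not per exon, so these values do not tell a transcript of the targeted allele from an intact transcript. In blood at 0h, edgeR called 2 DEGs among 17356 genes tested, both higher in αD KO, and 123 genes had an unadjusted p under 0.05. Itgad was 70.7 ± 21.4 CPM (SD, n = 3) in αD KO and 2.95 ± 0.144 CPM (SD, n = 3) in WT, a log2 fold change of 4.61 (standard error 0.33, adjusted p = 0.0209). Gdpd3, on chromosome 7 from 126766334 to 126775649, was 123.4 ± 16.4 CPM in αD KO and 6.31 ± 0.93 CPM in WT (log2 fold change 4.31, standard error 0.24, adjusted p = 0.00739). Neither gene's libraries overlapped between the groups, and 3.4% of the genes tested had no such overlap, where chance gives 10%. The same-numbered libraries deviated together in this comparison, and with the library number as a block no gene was called (adjusted p = 0.0882 for Itgad and 0.0777 for Gdpd3). Gdpd3 was still called when WT library 1b was left out, and no gene was called without any other library. With the files of sample 1 summed, 0 genes were called. The alternative that moved the count most upward was DESeq2, with 5 DEGs. It added Gm44850 (7.18 ± 1.87 CPM in αD KO, 0.0499 ± 0.0582 in WT) and 4931431B13Rik (6.15 ± 2.3 and 0.369 ± 0.281 CPM), both higher in αD KO, and Lrrc27 (1.95 ± 0.373 and 8.39 ± 0.594 CPM), which was lower. Gm44850 rested on 2 counts in the WT libraries against 468 in the αD KO libraries, a ratio of 246 with a 95% counting interval of 67.7 to 2040. In lung at 0h, edgeR called 0 DEGs among 18232 genes tested, with 340 genes at an unadjusted p under 0.05, and DESeq2 called 7. Of these 7, Gpr27 was higher in αD KO at 5.89, 0.589 and 42.9 CPM in libraries 1a, 1b and 2 against 0.574, 0.574 and 0.121 CPM in WT, so that library 2 carried most of its mean. Hist1h4m was lower, at 0.695 ± 0.399 CPM in αD KO and 8.89 ± 2.62 CPM in WT. In counts simulated from the blood libraries with 200 genes changed 4-fold, edgeR recovered 33 of them and DESeq2 80, with 2 and 120 unchanged genes called. In counts simulated from the lung libraries, edgeR recovered 0 of 200 and DESeq2 83, with 0 and 79 unchanged genes called. The count of 0 in lung therefore does not exclude changes of this size. Among the other β2 integrin genes, Itgal, Itgam, Itgax and Itgb2 were not called in either tissue by either tool. The smallest edgeR p among them was that of Itgax in blood (log2 fold change 1.04, standard error 0.39, adjusted p = 1).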

We found only 5 DEGs in blood and 7 DEGs in lung between WT and αD KO mice at the baseline. 

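Of 15812 genes that edgeR tested in both tissues at 0h, 0 were DEGs in blood and in lung, and 28 had an unadjusted p under 0.05 in both. DESeq2 called 5 genes in both tissues, each in the same direction. In lung, Itgad was 48.9 ± 30.6 CPM (SD, n = 3) in αD KO and 2.37 ± 1.5 CPM (SD, n = 3) in WT, a log2 fold change of 4.39 (standard error 0.74) with an adjusted p of 0.983 from edgeR and 1.07e-06 from DESeq2. Gdpd3 in lung was 114.6 ± 29.8 and 4.97 ± 1.54 CPM, a log2 fold change of 4.52 (standard error 0.41) with an adjusted p of 0.179 from edgeR and 2.12e-22 from DESeq2. With a library left out, the edgeR adjusted p stayed between 0.285 and 1 for Itgad and between 0.237 and 1 for Gdpd3. Gm44850 (6.58 ± 4.65 CPM in αD KO, 0.127 ± 0.0888 in WT) and 4931431B13Rik (5.57 ± 4.3 and 0.121 ± 0.0556 CPM) were also higher in αD KO lung, and Lrrc27 (1.85 ± 0.436 and 9.23 ± 2.46 CPM) was lower. All 5 genes had no overlap between the αD KO and WT libraries in either tissue. Without the filter on low counts, edgeR called Itgad and Gdpd3 in both tissues. With at least 10 counts required in every library, or with all 8 groups in the fit, it called Gdpd3 in both. The blood and lung comparisons share no library.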

One DEG was overlapped between blood and lung. This result suggested that the transcriptomic signature of WT and αD KO neutrophils in the blood and lung at the baseline was quite similar (**Figure 3A**). 

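Both DEGs of the edgeR test in blood were within 20 Mb of Itgad on chromosome 7, a region that holds 430 of the 17356 genes tested (2.48%; Fisher's exact test, two-sided, p = 0.000612, with Itgad itself among the called genes). Leaving out the genes that overlap Itgad, an alternative chosen after seeing the data, 1 of 1 called gene was in the region (exact p = 0.0246). Of the DESeq2 DEGs, 5 of 5 in blood and 5 of 7 in lung were within 20 Mb of Itgad, and Gpr27 (chromosome 6) and Hist1h4m (chromosome 13) in lung were not. Gm44850, from 128215616 to 128220788, and 4931431B13Rik, from 128192050 to 128203328, are annotated inside Itgad on the opposite strand. Whether reads were counted by strand is not stated in the paper's text, so counts of Itgad and of these genes cannot be separated. Lrrc27 lies from 139212988 to 139242979 on the same chromosome. From the number of DEGs at the baseline, the paper proposes that WT and αD KO neutrophils had a similar transcriptomic signature.

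**Figure D1:**
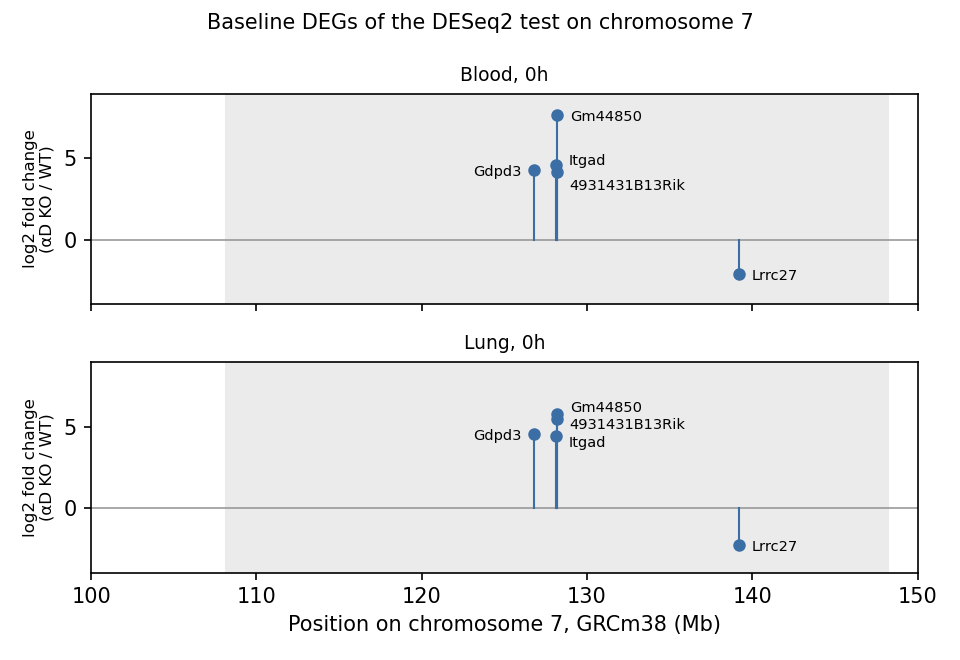
Log2 fold change (αD KO over WT, DESeq2) of the baseline DEGs on chromosome 7 in blood (top) and lung (bottom), against their start on GRCm38 in Mb. The shaded region is 20 Mb on each side of Itgad, and the 5 genes called in each tissue lie inside it.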

The DEG analysis of αD KO neutrophils at 12 hours post CLP vs at the baseline (time 0h) in blood and lung showed that there was no DEG in lung, suggesting that there was no DEGs in the lung between baseline and 12 hours post-CLP (**Figure 3B**). 

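In αD KO lung neutrophils, edgeR called 0 DEGs between 12 hours and 0h among 17939 genes tested, with 72 genes at an unadjusted p under 0.05. DESeq2 and limma's voom with quality weights also called 0. The count was 0 with each library left out in turn, and it was 23 without the filter on low counts. In counts simulated from these libraries with 200 genes changed 4-fold, edgeR recovered 0 and DESeq2 50, with 0 and 50 unchanged genes called. The same test in WT lung neutrophils called 1340 DEGs among 14859 genes. A direct test of whether the change differed between the genotypes in lung (interaction term, 23211 genes) called 0 genes with edgeR, with 2432 at an unadjusted p under 0.05, and 332 with DESeq2. The αD KO lung libraries of a group were far apart. Each library was placed on an axis between the WT lung means at 0h (position 0) and at 12 hours (position 1) over the 1340 WT DEGs, in log2 CPM with a prior count of 1, leaving a WT library out of the means when it was placed itself. WT libraries 1a, 1b and 2 lay at −0.051, 0.115 and −0.028 at 0h and at 1.193, 0.699 and 1.045 at 12 hours. Those labelled αD KO 0h lay at 0.154, 0.107 and 1.019, and those labelled αD KO 12 hours lay at 0.095, 0.849 and 0.181. Itgad was 53.4, 76.9 and 16.3 CPM in the αD KO libraries labelled 0h and 80.1, 17.5 and 96.1 CPM in those labelled 12 hours (log2 fold change 0.43, standard error 0.70, adjusted p = 1). Itgal (822 ± 309 CPM at 12 hours, 522 ± 294 at 0h), Itgam (389 ± 106 and 338 ± 121), Itgax (122 ± 95.1 and 99.3 ± 65.2) and Itgb2 (1827 ± 294 and 1462 ± 257) overlapped between the times as well.

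**Figure D2:**
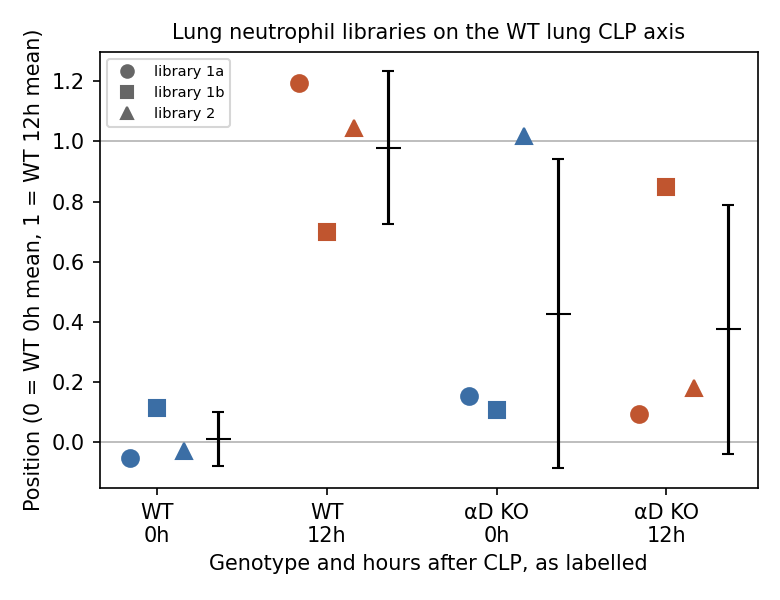
Position of each lung library between the WT means at 0h and 12 hours (y axis, no unit), by labelled genotype and time; circles, squares and triangles are libraries 1a, 1b and 2 (blue, 0h; orange, 12 hours), and the black bar beside them is the mean ± SD of the 3. Library 2 of αD KO 0h sits at 1.019, and libraries 1a and 2 of αD KO 12 hours sit at 0.095 and 0.181.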

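Between αD KO and WT lung neutrophils at 12 hours post CLP, edgeR called 0 genes higher and 0 lower among 16764 genes tested, with 1390 genes at an unadjusted p under 0.05. DESeq2 called 55 genes higher and 87 lower in αD KO. Counts simulated from these libraries gave 0 of 200 genes changed 4-fold recovered by edgeR and 57 by DESeq2, with 0 and 53 unchanged genes called. The numbers changed widely with the processing. Without the filter on low counts, edgeR called 68 genes higher and 139 lower, and voom with quality weights called 1901 and 1618. DESeq2 with all 8 groups in the fit called 252 higher and 208 lower. Leaving out WT library 1b gave 31 genes higher and 178 lower, leaving out αD KO library 1b gave 7 and 1, and leaving out any other library gave 0 and 0. With edgeR's other normalization, RLE, the log2 fold changes shifted by a median of −0.10 and the counts stayed at 0. Of the genes tested, 10.9% had no overlap between the groups, where chance gives 10%. Itgad was 64.6 ± 41.5 CPM (SD, n = 3) in αD KO and 0.494 ± 0.51 CPM (SD, n = 3) in WT, a log2 fold change of 7.28 (standard error 1.02, adjusted p = 0.598 from edgeR and 3.49e-13 from DESeq2). Itgal was higher (log2 fold change 1.50, standard error 0.53) and Itgam lower (−1.21, standard error 0.42) in αD KO, with the 3 libraries of each group apart and an edgeR adjusted p of 0.598 for both. In WT lung they were 896.8 ± 98.6 and 429.1 ± 105.1 CPM at 0h, and 317.8 ± 138.4 and 961.8 ± 294 CPM at 12 hours. At 821.9 ± 309.4 and 389.1 ± 105.5 CPM, αD KO at 12 hours lay nearer to WT at 0h. Position of the αD KO libraries on the time course thus stays open for both genes. Itgax (2.78, standard error 0.99) and Itgb2 (−0.27, standard error 0.42) overlapped between the groups.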

When we compared lung neutrophils between WT and αD KO mice, we identified 55 upregulated DEGs and 90 upregulated DEGs in αD KO lung neutrophils (**Figure 3C**). 

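The heat maps of Figure 3D and 3E print 14 and 19 genes, which the study chose on these libraries. Of the genes in Figure 3D, edgeR tested 12, and all 12 were higher in αD KO than in WT lung neutrophils at 12 hours, with log2 fold changes of 1.46 to 4.55. All 19 genes in Figure 3E were lower, with log2 fold changes of −5.98 to −1.02. Each of these 31 genes had an unadjusted p under 0.05 and an adjusted p of 0.598. Adjusted over the list alone, 12 and 19 were below 0.05, which is not independent evidence since the lists were chosen on these samples. DESeq2 called 10 of the 14 genes and 14 of the 19. The αD KO and WT libraries did not overlap for 10 genes of Figure 3D and 9 of Figure 3E. Ifit3, on chromosome 19 from 34583531 to 34588731, was 140.0, 34.2 and 165.4 CPM in αD KO libraries 1a, 1b and 2 at 12 hours and 19.5, 8.26 and 30.5 CPM in WT (log2 fold change 2.69, standard error 0.72). In WT lung at 0h it was 130.2, 72.0 and 84.2 CPM. Iglc2 had 1 count over the WT libraries at 12 hours and 247 over the αD KO libraries, a ratio of 274 with a 95% counting interval of 48.8 to 10900. Cdkn1a was 14.8, 42.8 and 35.9 CPM in αD KO and 529.6, 13.4 and 1140 CPM in WT at 12 hours (log2 fold change −4.06, standard error 1.27). It was 9.36, 10.9 and 23.9 CPM in WT at 0h and 16.8, 14.6 and 396.1 CPM in αD KO at 0h. Il10 was 0.428, 9.74 and 0.336 CPM in αD KO and 249.2, 3.94 and 79.0 CPM in WT at 12 hours. WT library 1b was thus below the highest αD KO library for both of these genes. Dctn5 of Figure 3E, on chromosome 7 from 122133041 to 122149044, lies within 20 Mb of Itgad. It was lower in αD KO already at 0h, at 28.6 to 35.7 against 41.0 to 80.5 CPM in blood. In lung at 0h it was 22.6 to 39.1 against 51.5 to 91.4 CPM. Neither tool called it at 0h. Gene lists written before the data were examined were tested with camera (preset correlation 0.01, two-sided, adjusted over 13 lists). The phagocytosis list (47 genes tested, 19 higher in αD KO) had a median log2 fold change of −0.14 (lower as a set, adjusted p = 0.021). The cell cycle arrest list (30 genes, 12 higher) had a median of −0.61 (adjusted p = 0.0145, and 0.189 without the genes of Figure 3D and 3E). The proliferation list (45 genes, 32 higher) had a median of 0.36 (adjusted p = 0.398). None of the lists stayed below 0.05 under fry or with an estimated correlation. The phagocytosis list summed to 34186.8, 22935.5 and 34021.7 CPM in WT lung at 0h and 55212.2, 34884.4 and 55079.8 CPM at 12 hours. In αD KO at 12 hours it summed to 30083.6, 34571.2 and 39510.8 CPM. Position of αD KO libraries 1a and 2 near WT at 0h therefore stays open for its lower values.

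**Figure D3:**
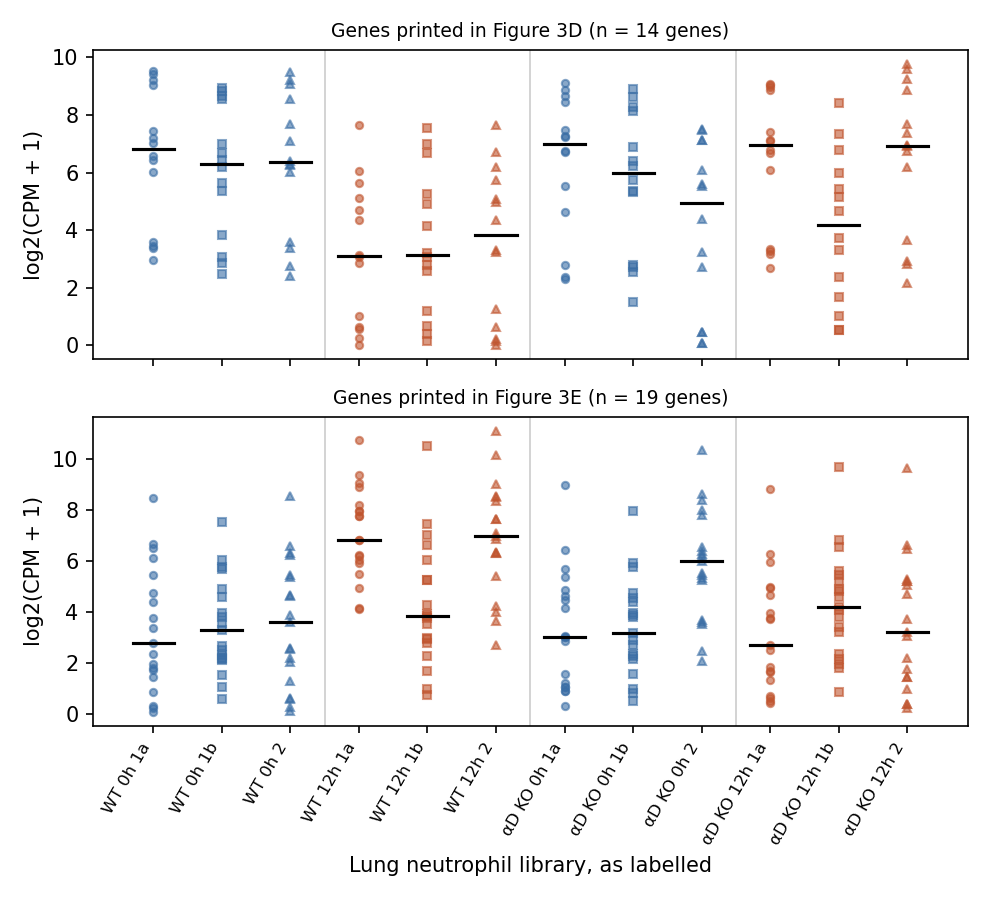
Expression of the genes printed in Figure 3D (top) and Figure 3E (bottom) in each lung library, as log2 of CPM + 1; each mark is a gene and the bar is the median of the library (blue, labelled 0h; orange, labelled 12 hours; circles, squares and triangles are libraries 1a, 1b and 2). The αD KO libraries 1a and 2 labelled 12 hours lie near the WT libraries at 0h in both panels. Libraries 1b labelled 12 hours do so for Figure 3E only. There, 17 of 19 genes in αD KO and 16 in WT were nearer to WT at 0h, against 0 of 14 in Figure 3D for both.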

Upregulated genes include phagocytosis related genes (**Figure 3D**), and downregulated genes include cell arrest and proliferation genes (**Figure 3E**).

**Figure 3:**
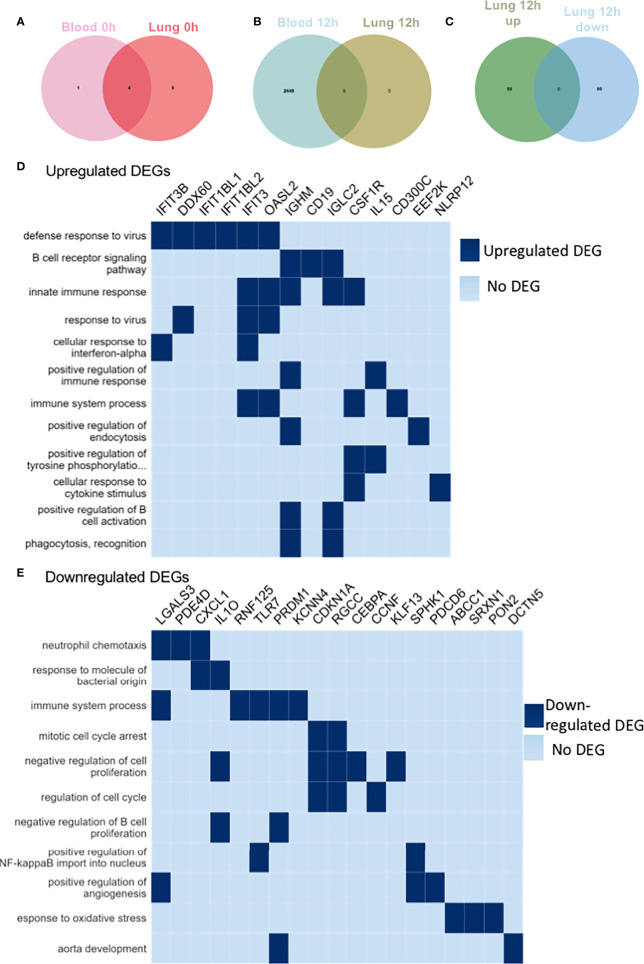
RNA sequencing of blood and lung neutrophils following CLP sepsis. RNA seq of triplicates for blood and lung neutrophils at baseline and 12 hours after CLP. Neutrophils were sorted by CD45^+^Ly6G^+^CD11b^+^ population. **(A)** Venn diagram showing significant DEGs in the blood and lung of αD KO mice at 0h post-CLP compared to WT mice at 0h post-CLP. The light pink circle represents DEGs in the blood of αD KO mice at 0h post-CLP compared to the blood of WT mice at 0h post-CLP. The deep pink circle represents DEGs in the lung of αD KO mice at 0h post-CLP compared to the lung of WT mice at 0h post-CLP. The intersection of the two circles represents overlapping DEGs in the blood and lung of αD KO mice at 0h post-CLP compared to WT mice at 0h post-CLP. Overall, only 5 genes were differentially expressed in the blood of αD KO and 7 genes in the lungs of αD KO compared to the WT mice at the baseline (0h post-CLP) and 4 of these DEGs were common in the blood and lung, suggesting no significant differences in the transcriptomic profile of WT and αD KO mice at the baseline. **(B)** Venn diagram showing significant DEGs in the blood and lung of αD KO mice at 12h post-CLP compared to αD KO mice at 0h post-CLP. The light blue circle represents DEGs in the blood of αD KO mice at 12h post-CLP compared to the blood of αD KO mice at 0h post-CLP. The green circle represents DEGs in the lung of αD KO mice at 12h post-CLP compared to the lung of αD KO mice at 0h post-CLP. The intersection of the two circles represents overlapping DEGs in the blood and lung of αD KO mice at 12h post-CLP compared to αD KO mice at 0h post-CLP. Overall, 2448 genes were differentially expressed in the blood of αD KO at 12h post-CLP compared to 0h post-CLP and none was observed in the lungs, suggesting no differences in the transcriptomic profile of the lungs of αD KO mice between 0h and 12h post-CLP. **(C)** Venn diagram showing significant DEGs in the lung of αD KO mice at 12h post-CLP compared to WT mice at 12h post-CLP. The green circle represents DEGs upregulated in the lung of αD KO mice at 12h post-CLP compared to the lung of WT mice at 12h post-CLP. The blue circle represents DEGs downregulated in the lung of αD KO mice at 12h post-CLP compared to the lung of WT mice at 12h post-CLP. The intersection of the two circles represents overlapping DEGs in lung of αD KO mice at 12h post-CLP compared to WT mice at 12h post-CLP. Overall, 55 genes were significantly upregulated and 90 were significantly downregulated in the lung of αD KO at 12h post-CLP compared to WT mice at 12h post-CLP and these DEGs were used for pathway enrichment analysis **(D, E)**. **(D)** Pathway Enrichment Analysis (GO) of upregulated DEGs in the lung of αD KO mice at 12h post-CLP compared to WT mice at 12h post-CLP. Genes with adjusted p-values < 0.05 and absolute log2 fold change > 1 were considered differentially expressed genes. Heat map was created by plotting the enriched pathways and the genes that have contributed to the enrichment signal (indicated in deep blue). **(E)** Analysis of downregulated DEG pathway in lung of αD KO mice at 12h post-CLP compared to WT mice at 12h post-CLP. Genes with adjusted p-values < 0.05 and absolute log2 fold change > 1 were called differentially expressed genes.

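In αD KO blood neutrophils, edgeR called 1238 DEGs between 12 hours and 0h among 14156 genes tested, 531 higher and 707 lower at 12 hours, and 3929 genes had an unadjusted p under 0.05. DESeq2 called 2342, of which 1204 were among the 1238. The count was 64 with all 8 groups in the fit and 635 with the files of sample 1 summed. It fell to 74, 682 and 571 without libraries 1a, 1b and 2 of 0h and to 260 and 167 without libraries 1a and 2 of 12 hours, and was 1414 without library 1b of 12 hours. In counts simulated from these libraries, edgeR recovered 17 of 200 genes changed 4-fold and DESeq2 87, with 7 and 62 unchanged genes called. By the fitted log2 fold change, the 5 genes with the largest rise among DEGs whose libraries did not overlap were Gm11430, Lipg, Mt1, Prok2 and Orm1. Lipg, on chromosome 18 from 74939322 to 74961263, was 545.6 ± 377.9 CPM (SD, n = 3) at 12 hours and 0.915 ± 0.245 CPM (SD, n = 3) at 0h, a log2 fold change of 9.18 (standard error 0.77, adjusted p = 0.0012). Mt1 rose from 1.82 ± 1.77 to 317.8 ± 299.5 CPM (adjusted p = 0.0173), Prok2 from 1.5 ± 0.839 to 257.4 ± 340.1 CPM (adjusted p = 0.0109) and Orm1 from 5.36 ± 4.91 to 647.7 ± 361.4 CPM (adjusted p = 0.00769). Gm11430 had 241 counts at 12 hours and 0 at 0h, at least 92.8-fold higher against a floor of 3 counts over the group. Its fold is a bound too, so its rank among rises is not known. The 5 genes with the largest fitted fall had 0 counts in every library at 12 hours, so that their folds are bounds and their rank among falls is not known. With the same floor, Ighv8-12 was at least 95.2-fold lower, Tmem273 at least 53.1-fold, Ighj1 at least 50.2-fold, Eldr at least 40.4-fold and Gm1968 at least 36.4-fold lower. Itgad fell to 14.8 ± 3.04 CPM (log2 fold change −2.32, standard error 0.34, adjusted p = 0.0079). Itgal (−2.03, standard error 0.35, adjusted p = 0.0145) and Itgax (−4.07, standard error 0.86, adjusted p = 0.0286) fell as well, and Itgam (0.51, standard error 0.32) and Itgb2 (0.23, standard error 0.27) were not called. With a library left out in turn, the adjusted p of Itgad reached up to 0.0788, that of Itgal 0.103 and that of Itgax 0.164. Whether the change at 12 hours differed between blood and lung of αD KO mice was tested with an interaction term over 22218 genes, which called 0 genes with edgeR, 2352 at an unadjusted p under 0.05, and 258 with DESeq2.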

### Human validation

Human neutrophils were previously reported to express αDβ2 (29). To determine the role of αDβ2 in human neutrophils, we performed CRISPR/Cas9 deletion of αD in HL-60 cells. Expression of αD was confirmed by flow cytometry (**Figure 4A**).

**Figure 4:**
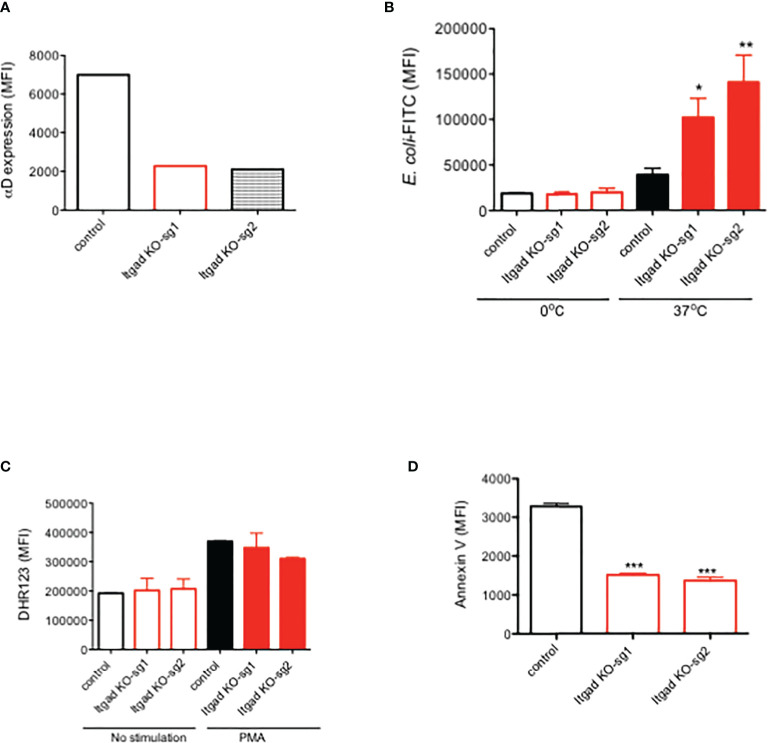
The role of αDβ2 in human HL60 cells. **(A)** αD expression of HL60 cells with or without αD CRISPR/Cas9 deletion. Representative data was shown. **(B)** Phagocytosis, **(C)** ROS, and **(D)** Annexin V expression of HL60 cells with or without αD CRISPR/Cas9 deletion. Data were shown as mean +/- S.D. of triplicates. Sg1 and sg2 denote two different guide RNA. One-way ANOVA with Bonferroni *post hoc* analysis was performed. *P < 0.05, **p < 0.01, ***p < 0.001.

Phagocytosis, ROS, and apoptosis were examined. We found that phagocytosis was significantly enhanced in αD KO HL-60 cells compared to the control (**Figure 4B**). No difference in ROS was observed (**Figure 4C**). Cell death was attenuated in αD KO HL-60 cells (**Figure 4D**). This is consistent with the findings in murine experiment, indicating the relevance of our findings in human.

## Discussion

Integrin αDβ2 was the last β2 integrin member cloned (30). β2 integrins work by binding to their ligands. Ligands for αLβ2 include intercellular adhesion molecule (ICAM)-1, -2, and -3, while αMβ2 and αXβ2 bind to iC3b, ICAM-1, and fibrinogen. So far αDβ2 reportedly binds to ICAM-3, VCAM-1, and 2-(ω-carboxyethyl)pyrrole (CEP) (31). Those ligands have been reported from *in vitro* experiments, but how these ligand-αDβ2 interactions play a role *in vivo* has not been largely studied. αDβ2 expression on macrophages (30) and neutrophils (29, 32) has been reported. Foam cells are a type of macrophages that localize to fatty deposits on blood vessels. αDβ2 deficiency was associated with less lipid deposition in the atherosclerosis model (28). The involvement of αDβ2 in spinal cord injury was also described in the context of neutrophil invasion. The administration of anti-αD antibody attenuated spinal cord injury in rats (32, 33). In the context of infection, de Azevedo-Quintanilha et al. reported that αD KO mice demonstrated less lung injury in Malaria infection model (34). Here we reported a novel role of αDβ2 in sepsis model. The deficiency of αDβ2 attenuated lung injury and sepsis outcome, which is significantly important given that a specific treatment is urgently needed for sepsis.

For the first time, we showed that the deficiency of αDβ2 led to 1) the enhancement of phagocytosis and 2) the attenuation of cell death in neutrophils. This finding is interesting in contrast to αMβ2. αMβ2 is also called complement receptor 3 (CR3), and serves as one of the major phagocytosis receptors by binding to iC3b. αMβ2 also affects apoptosis. The deficiency of αMβ2 leads to the defect in apoptosis in the setting of infection (13). The mechanism of apoptosis induction *via* αMβ2 is not completely delineated yet, but it is proposed that phagocytosis of iC3b coated microbes induces ROS production, which leads to apoptosis (35). The major phagocytosis receptors include Fcγ receptor and αMβ2. At this point, it is unclear how the deficiency of αDβ2 leads to an enhancement of phagocytosis. Given that αMβ2 and αDβ2 have high sequence homology, αDβ2 could compete iC3b coated microbes against αMβ2. However, iC3b has not been reported as a ligand for αDβ2. In addition, the attenuation of apoptosis by αDβ2 is also confusing. If αDβ2 deficiency increases phagocytosis, ROS may increase, leading to more apoptosis based on the theory of αMβ2-mediated apoptosis.

The HL-60 cell experiment showed that the effect of αDβ2 on cell death is cell intrinsic. Thus, it is interesting how αDβ2 plays a functional role within neutrophils. Although αLβ2 and αMβ2 bind to ligands outside their cells for their activity, we previously reported that αXβ2 has its own ligand within neutrophils. It may be possible that αDβ2 has its intrinsic ligand within the cell, or surrounding HL-60 cells. For example, ICAM-3 is expressed on neutrophils, serving as a ligand for αDβ2. ICAM-3 binding to neutrophils induces apoptosis (36), so the deficiency of αDβ2 may lessen this interaction, leading to less apoptosis.

From sepsis standpoint, lung injury is one of the most serious organ injuries that patients succumbed to. The mortality of patients with lung injury in sepsis is quite high. Thus, our finding will offer a very interesting target for sepsis therapeutic. So far there is no αDβ2 antagonist reported. We primarily focused on the role of αDβ2 in sepsis in this study. It is also interesting to examine the role of this molecule in other disease states such as cancers. Among β2 integrin members, αMβ2 has been most extensively studied in the context of cancer. Its inhibition enhanced tumor response to radiation (37). Its deficiency suppressed intestinal tumor growth (38). However, its agonist LA1 was reported to attenuate tumor growth (39). Thus, the role of αMβ2 in cancer may not be straightforward. So far there is a limited data available on the role of αDβ2 in cancer, which needs future study.

In conclusion, we found a novel role of αDβ2 in neutrophils and sepsis. Delineating the underlying mechanism of αDβ2-mediated modulation of neutrophil functions will help us to understand how αDβ2 contributes to sepsis pathophysiology for considering as a future therapeutic target.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository accession number GSE215749. 

## Ethics statement

The animal study was reviewed and approved by Boston Children’s Hospital IACUC.

## Author contributions

SK - Designed experiment, performed experiment and wrote manuscript. LH - Designed experiment and performed experiment. TO - Designed experiment and performed experiment MS-F - Designed experiment and performed experiment. HL - Designed experiment KY - Designed experiment, performed experiment and wrote manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was in part supported by R21HD099194 (KY, SK).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

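RNA from Ly6G+/CD11b+/CD45.2+ neutrophils of WT and αD KO mice, from blood and lung at 0 and 12 hours, was sequenced by the authors. According to the paper's methods, cDNA was amplified with a full-length kit, libraries were made by tagmentation, reads were trimmed and mapped with STAR, and unique reads within exons were counted. The deposited values are whole counts per gene, neither normalized nor filtered, for 49315 genes in 24 files. Neither the strand of counting nor the genome build is stated in the paper's text. Gene positions come from a GRCm38 annotation whose chromosome, start and end equal those in the files for 44823 genes.

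The files were grouped by their labels into 8 groups of 3, from 16 samples. Each file was taken as a library after the chi-square check between the files of sample 1, which used genes with at least 10 counts. If both files came from the same animal, n would be 2 per group, and the alternative that sums them covers this case. Whether libraries of the same number deviate together was checked by the correlation, across genes, of their deviations from the group means, with genes not independent replicates. The correlation was above 0.1 for every number in αD KO against WT blood at 0h (0.244, 0.749 and 0.272), αD KO lung 12 hours against 0h (0.172, 0.415 and 0.362) and WT blood 12 hours against 0h (0.458, 0.589 and 0.118). In the other 5 comparisons at least 1 number was below it, and the block is given only among the alternatives. The labels state no pairing, and the main tests use none.

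Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The edgeR test used TMM factors, filterByExpr and the quasi-likelihood F test, two-sided, on the libraries of the groups compared. Differences between changes were tested as interaction terms at an adjusted p under 0.05. Standard errors belong to the edgeR log2 fold changes. They were derived from the test, as the absolute log2 fold change over the square root of its F statistic. Recovery was tested on simulated counts with the means and dispersions of the real libraries. The other splits of the 6 libraries of a comparison number 10 with the real one, and 25 were drawn for each interaction.

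Alternatives set before the data were examined were RLE normalization, no filter on low counts, at least 10 counts in every library, the DESeq2 Wald test, all 8 groups in a single fit, the files of sample 1 summed, each library left out in turn, the library number as a block and the adjusted p alone. For 2 lung comparisons voom with quality weights and DESeq2 on all 8 groups were added in the same plan. For gene lists they were fry, an estimated correlation and the lists without the genes of Figure 3. Alternatives chosen after seeing the data were libraries 1a and 2 alone (2 against 2), all those of the tissue by time interaction, and the test near Itgad without the genes that overlap it.

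Genes were named by a rule set before the data were examined. It covers Itgad, Itgal, Itgam, Itgax and Itgb2, the genes printed in Figure 3D and 3E (seen in the figure), and Xist, Ddx3y, S100a8, S100a9, Ly6g and Csf3r as checks of the labels. It adds all called genes of a comparison with at most 10, and otherwise the 5 genes with the largest fitted rise and the 5 with the largest fitted fall among called genes without overlap. The 13 gene lists (308 genes) were B cell, T and NK cell, anti-apoptotic, cell cycle arrest, erythroid, immature neutrophil granule, interferon, lung structural, monocyte and macrophage, phagocytosis, platelet, pro-apoptotic and proliferation, written from general knowledge. Enrichment of gene ontology terms was not analysed here. The count files cover RNA sequencing only, and the other experiments of the paper were not analysed here.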

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

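The tests of positions, exchanged labels, Itgad in all libraries and depth were chosen after the results were seen.

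The library labelled αD KO lung 0h, library 2, lay at 1.019 on the WT lung axis, among the WT libraries at 12 hours, a signal the paper does not report. An effect of the genotype before CLP is argued against by the other 5 αD KO libraries labelled 0h, whose largest position was 0.217. An exchange of its time label with a library labelled 12 hours needs a partner out of place, and libraries 1a and 2 labelled αD KO lung 12 hours lay at 0.095 and 0.181. WT libraries under an αD KO label are excluded for these, since their lower Itgad value was 80.1 CPM. Blood libraries under a lung label are excluded by the genes of the lung structural list that part lung from blood in the other 22 libraries. These are 4 of 23 genes (Scgb1a1, Cldn5, Epas1 and Tmem100, named for this reason after their values were seen), and all 4 were above every blood library in both. Scgb1a1 was 126.5 and 44.1 CPM in libraries 1a and 2 and at most 1.26 CPM in the 12 blood libraries. The sum over the list does not part the tissues, at 34.5 to 151 CPM in αD KO blood, up to 371 CPM in WT blood and down to 131 CPM in the other lung libraries. Library 1b labelled αD KO lung 12 hours lay at 0.849, which goes against a lack of response to CLP in all αD KO lung neutrophils. All αD KO blood libraries labelled 12 hours lay at 0.895 to 0.935 on the same axis, so blood neutrophils under that label had responded. The labels do not tell whether blood and lung came from the same mice. A lack of response in lung libraries 1a and 2 alone therefore cannot be told apart from wrong time labels. An exchange of time labels within αD KO lung may account for library 2 of 0h (1.019) and for 1 of the 2 libraries labelled 12 hours, as a hypothesis found and tested on the same data. It leaves the other unexplained, since 1 library labelled 0h and 2 labelled 12 hours were out of place. A single wrong label or a lack of response stays open for that one. No library was moved or regrouped.

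The WT groups, which the paper does not compare over time, had 1340 DEGs in lung and 1975 in blood between 12 hours and 0h by edgeR. The 10 splits of 3 libraries against 3 cannot exclude chance by themselves, with the real split the largest and 0 genes in every other. Libraries outside the comparisons argue against it. On the WT lung axis all blood libraries lay at 0.027 to 0.217 at 0h and at 0.815 to 0.978 at 12 hours, and on the axis of the 1975 WT blood genes αD KO blood libraries lay at 0.044 to 0.252 and at 0.892 to 0.944. In lung, 778 genes rose and 562 fell, and 0 genes were called without WT library 1a or 2 of 0h or 1a of 12 hours, 27 without library 2 of 12 hours, 769 without 1b of 0h and 3941 without 1b of 12 hours. In blood, 1134 rose and 841 fell, with 150, 2804 and 46 without libraries 1a, 1b and 2 of 0h and 19, 1589 and 2 without those of 12 hours. The largest rises without overlap, by the fitted log2 fold change, were Saa3, Orm1, Csf3, Gm11430 and Adora2a in lung and Lipg, Sult6b2, Prok2, Gm7457 and Pom121l2 in blood. The largest falls were Ighj1, Iglv1, Iglc2, Ighj2 and 3830432H09Rik in lung and Sftpc, Gm12185, Gm5269, Gm13073 and Ighj1 in blood. The order of genes with few or 0 counts in a group is not known beyond their bounds. Sftpc was 2.04, 0.569 and 195.2 CPM in WT blood libraries 1a, 1b and 2 at 0h, so that library 2 carried its fall (log2 fold change −4.44 and adjusted p = 0.404 without it). Saa3 was 672 ± 614 CPM at 12 hours and 0.693 ± 0.449 CPM at 0h in lung (log2 fold change 9.88, adjusted p = 0.00425 from edgeR, higher in 3 of 3 libraries). Of the genes called, 1320 in lung and 1974 in blood had no overlap, and 32.1% and 38% of those tested, where chance gives 10%.

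Itgad, the gene targeted in αD KO mice, was counted higher under the αD KO label (log2 fold change 4.61 in blood at 0h). All 12 libraries labelled αD KO were above every library labelled WT. An exchange of all genotype labels and a transcript of the targeted allele cannot be told apart, since the counts cover the whole gene. No library is out of place within its label, which argues against single exchanges between the genotypes.

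Of 8400 genes without counts in libraries 1a and 2, 5027 (59.8%) had counts in libraries 1b, 39577 in all. Depth is excluded, as the median total was 11115220 in libraries 1b and 23108906 in the others. Libraries 1b had counts in 727 to 1264 of 1405 olfactory receptor genes, against 46 to 830 in 1a and 48 to 515 in 2. For genomic DNA, the counts per kb on chromosome X over autosomes were 0.645 (bootstrap 95% interval 0.553 to 0.754, 2000 resamples), where male DNA gives 0.5. Genomic DNA cannot be told apart from other sources, since the interval lies between 0.5 and 1. Every group has a library 1b, but such counts were not confined to them. In αD KO lung, libraries 1a had counts in 820 (0h) and 830 (12 hours) olfactory receptor genes, against 265 and 412 in WT lung. In lung these counts are therefore not balanced between the genotypes. No biological explanation was tested.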

How the results depend on the processing

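The alternatives chosen after seeing the data are libraries 1a and 2 alone, those of the tissue by time interaction, and the test without genes that overlap Itgad. Causes of the changes were not tested, except that leaving out libraries, or summing files, leaves fewer samples. For interactions the adjusted p alone is the test itself and gives no separate value.

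Of 204 results for single genes, none past the threshold, before or after, changed sign over RLE, DESeq2, the summed files, the block and each library left out. The fold change took the other sign under some alternative in 33 results, and 0 of these were past the threshold in the main result. In all, 1677 values kept the side of the threshold, 79 passed it and 284 no longer did. RLE kept all 204. Of 26 list results, 250 values stayed, 11 passed, 42 no longer did and 9 reversed. The median of all log2 fold changes moved by −0.10 under RLE in αD KO against WT lung at 12 hours, and by less elsewhere.

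With DESeq2 the number of DEGs was 5 in blood at 0h, 7 in lung at 0h, 5 shared, 2342 in αD KO blood, 10 in αD KO against WT blood at 12 hours, and 2373 in WT lung, with 55 higher and 87 lower in αD KO against WT lung at 12 hours. The interactions gave 332 (lung), 1 (blood) and 258 (tissue by time) genes. Without the low-count filter they were 2 in lung at 0h, 2 shared, 23 in αD KO lung, 80 in αD KO against WT blood at 12 hours, 944 in WT blood, 68 higher and 139 lower in αD KO against WT lung at 12 hours, and 49 for tissue by time. With at least 10 counts in every library, 1 gene was called in lung at 0h and 1 shared. With all 8 groups in a fit, 1 was called in lung at 0h, 1 shared, 64 in αD KO blood, 2 higher in lung at 12 hours, 2 in αD KO against WT blood at 12 hours, 1118 in WT blood and 447 in WT lung. With the files of sample 1 summed, 0 were called in blood at 0h, 635 in αD KO blood and 2337 in WT lung. With the block, 0 were called in blood at 0h and 893 in WT lung. Voom gave 1901 higher and 1618 lower, and DESeq2 on all 8 groups 252 and 208, in lung at 12 hours. Libraries 1a and 2 alone, chosen after seeing the data, gave 0 in blood at 0h, 2373 higher and 2313 lower in lung at 12 hours, 28 in αD KO against WT blood at 12 hours, 3201 in WT blood and 5299 in WT lung.

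With a library left out, counts ranged from 0 to 1 in blood at 0h, 0 to 0 in lung at 0h and for shared genes, 74 to 1414 in αD KO blood, 0 to 0 in αD KO lung, 0 to 31 higher and 0 to 178 lower in lung at 12 hours, 0 to 0 in αD KO against WT blood at 12 hours, 2 to 2804 in WT blood, 0 to 3941 in WT lung, and 0 to 6 for tissue by time.

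Of the lists, camera called 4 between 12 hours and 0h in αD KO lung and 9 between αD KO and WT lung at 12 hours. Under fry, and with an estimated correlation, 0 were called in both. The number was 6 with summed files in αD KO lung, and with a library left out 3 to 8 and 6 to 10. Lists whose direction in camera reversed in αD KO lung without a library, with an adjusted p under 0.05 before or after, had medians from −0.56 to 0.51 (anti-apoptotic, highest without library 2 of 0h), −0.26 to 0.68 (B cell, lowest without library 2 of 0h), −0.22 to 0.19 (cell cycle arrest, highest without library 2 of 0h), −0.40 to 0.42 (pro-apoptotic, highest without library 2 of 0h), −0.30 to 0.39 (interferon, lowest without library 1b of 0h) and −0.61 to 1.07 (platelet, lowest without library 1a of 12 hours). The immature neutrophil granule list had a negative median in the main result too, and its direction in camera turned from higher to lower without library 1b of 0h (−0.93, in a range of −0.93 to 0.45) and with summed files (−1.02). In αD KO against WT lung at 12 hours, the platelet median ranged from −0.62, without αD KO library 1a, to 1.29. In blood at 0h the exact p near Itgad stayed below 0.05, with 8.24e-05 at 5 Mb, 0.00175 at 50 Mb, 4.51e-09 for DESeq2 and 0.0246 without the genes that overlap Itgad. It cannot be tested with the edgeR calls in lung or with the block, where 0 genes were called.

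Where a group has 0 counts of a gene, depth limits its fold to a bound against the floor of 3 counts. In simulated counts of the 3 lung comparisons edgeR recovered 0 of 200 genes changed 4-fold and DESeq2 83, 50 and 57. Absent edgeR calls therefore do not exclude changes of this size. DESeq2 also called 79, 50 and 53 unchanged genes there, where edgeR called 0 in each. In the blood simulations DESeq2 called 120 unchanged genes beside 80 recovered at 0h, and 62 beside 87 for αD KO over time. Its false calls in these simulations were thus far above the share that an adjusted p under 0.05 allows. The numbers of DESeq2 DEGs are not more reliable than those of edgeR on this ground. The cause of the lower recovery by edgeR was not tested.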

Differences from the paper's values

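The paper reports 5 DEGs between αD KO and WT blood neutrophils at the baseline, where edgeR called 2. With the DESeq2 Wald test the number is 5, and with every other alternative set before the data were examined it differs.

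The paper reports 7 DEGs in lung at the baseline, where edgeR called 0. DESeq2 gave 7, and every other alternative set before the data were examined differs.

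The legend of the paper gives 4 genes common to blood and lung at the baseline, where edgeR called 0. DESeq2 gave 5, within 1.5 times the paper's value, and every other alternative set before the data were examined differs. The text of the paper describes a single common gene. With at least 10 counts in every library, or with all 8 groups in a fit, edgeR called 1 shared gene, Gdpd3, which equals that number.

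The paper reports 2448 DEGs in αD KO blood between 12 hours and baseline, where edgeR called 1238. DESeq2 gave 2342 and edgeR without the low-count filter 1667, both within 1.5 times the paper's value. The other alternatives set before the data were examined differ. For αD KO lung the value matches, at 0.

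The paper reports 55 genes higher in αD KO than in WT lung neutrophils at 12 hours, where edgeR called 0. DESeq2 gave 55 and edgeR without the low-count filter 68, and the other alternatives set before the data were examined differ. The paper reports 90 genes for the other direction, where edgeR called 0. DESeq2 gave 87, and the other alternatives set before the data were examined differ. The text of the paper calls these genes upregulated where its legend calls them downregulated.

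The paper places phagocytosis related genes among those higher in αD KO lung, and cell arrest and proliferation genes among those lower. Of the genes printed in Figure 3D, 12 of 12 tested were higher, and 19 of 19 in Figure 3E were lower. Over the lists written before the data were examined, 19 of 47 phagocytosis genes were higher (median log2 fold change −0.14), 12 of 30 cell cycle arrest genes (median −0.61) and 32 of 45 proliferation genes (median 0.36). The phagocytosis list holds 0 of the genes printed in Figure 3, the cell cycle arrest list 3 of its 31 and the proliferation list 1 of its 46, so that these are mostly other genes than those the paper names. The contrasts include αD KO libraries 1a and 2 labelled 12 hours, which lay at 0.095 and 0.181 on the WT lung axis. Position on the time course therefore stays open, and the lists do not test the genotype alone.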

Other observations

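The tests of B cell genes in αD KO blood 0h library 2 and of surfactant genes in WT blood, the other cell types beside them, and the look at libraries outside a comparison were chosen after the results were seen.

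Sequence of the embryonic stem cell strain linked to the targeted allele may account for the baseline DEGs near Itgad. Called genes lay within 20 Mb of Itgad more often than other genes (exact p = 0.000612), but Itgad is at the centre of the region and 1 of the 2 genes called by edgeR. Without the genes that overlap Itgad, a test chosen after seeing the data, 1 of 1 gene was in the region for edgeR (exact p = 0.0246) and 2 of 2 for DESeq2 in blood (exact p = 0.000454). With the block edgeR called 0 genes. A regulatory effect of the targeted allele on its neighbours was not tested. The 10 splits of these libraries cannot exclude chance by themselves, with the real split the largest, also among the 4 that part all pairs. Over all 24 libraries, however, Gdpd3 was 63.6 to 176.8 CPM under the αD KO label and 2.81 to 12.1 CPM under the WT label, and Itgad was separated as well, which argues against chance for both genes.

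Genes of the B cell list were higher in αD KO than in WT lung at 12 hours, with a median of 1.89 over the 16 genes tested (16 higher) that Figure 3 does not print. Ighm, one of 3 list genes it prints, was 466.9, 42.2 and 460.9 CPM in αD KO and 24.9, 29.0 and 72.0 CPM in WT. B cells among the sorted neutrophils may account for part of this. In these αD KO libraries, however, Igkc was 12.2, 19.9 and 10.9 CPM and Cd79a 10.9, 3.85 and 8.13 CPM. In αD KO blood library 2 at 0h, with Ighm at 848.3 CPM, Igkc was 231.6 and Cd79a 135.8 CPM. The low Igkc and Cd79a argue against B cells as the main source of Ighm. The sums over the list were 587, 98.3 and 551 CPM in αD KO at 12 hours, 36.0, 76.4 and 109 CPM in WT at 12 hours and 884, 603 and 672 CPM in WT at 0h, so that positions on the time course stay open as well.

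Of the genes that DESeq2 called between αD KO and WT lung at 12 hours and that were tested in αD KO blood, 94.6% (123 of 130) changed the opposite way between 12 hours and 0h there, against 75.0% of 11187 other genes. In WT blood it was 89.5% (119 of 133) against 69.9%. Position of the lung libraries on the time course of CLP is a candidate explanation, and a lack of response in libraries 1a and 2 of αD KO lung would give the same.

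In the αD KO blood library 2 at 0h, 20 of 22 genes of the B cell list were highest of the 6 blood libraries at 0h, so that B cells among the sorted neutrophils are a candidate explanation. Other cell types were raised there too. The T and NK cell list summed to 670.8 CPM against 31.8 to 49.5 CPM in the other 5, and the monocyte and macrophage (2632.6 CPM), platelet (778.0 CPM) and erythroid (8877.8 CPM) sums were the highest of the 6. Ighm, at 848.3 CPM there, was higher in WT blood library 1a at 0h (1170 CPM). In the WT blood library 2 at 0h, Sftpc was 195 CPM, and 10 of 23 lung structural genes were highest of 12, which leaves lung RNA open. No biological explanation was tested for either.

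Between αD KO and WT blood at 12 hours, edgeR called 0 of 12596 genes (505 at an unadjusted p under 0.05) and DESeq2 10, namely Papss1, Lilra5, Wnt11, Nucb2, 4732496C06Rik, Gdpd3, Itgad, Wdr11, Lrrc27 and Rps13-ps1. The change over time differed between the genotypes in blood for 0 of 19792 genes by edgeR (232 at an unadjusted p under 0.05) and for 1 by DESeq2.

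Xist was at most 1.59 CPM in any library. In αD KO against WT lung at 12 hours, S100a8 (log2 fold change −0.69, adjusted p = 0.821), S100a9 (−0.54, adjusted p = 0.836), Ly6g (−1.08, adjusted p = 0.666), Csf3r (1.68, adjusted p = 0.598) and Ddx3y (−1.64) were not called by edgeR.

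Of the other lists in αD KO against WT lung at 12 hours, camera called interferon (median 0.79, 32 of 37 genes higher, adjusted p = 4.46e-09), B cell (1.96, 18 of 18, 1.6e-08), immature neutrophil granule (−1.34, 1 of 9, 3.72e-05), erythroid (1.27, 7 of 7, 0.00476), anti-apoptotic (−0.92, 1 of 10, 0.00663), monocyte and macrophage (1.16, 14 of 18, 0.0143) and pro-apoptotic (−0.30, 8 of 21, 0.0392). Lung structural (0.08, adjusted p = 0.44, where the test is lower and RLE gives −0.04), platelet (0.72, 0.756) and T and NK cell (0.43, 0.459) were not called. In αD KO lung 12 hours against 0h, lung structural (−0.83, 4 of 23, 8.04e-14), erythroid (−0.64, 0 of 7, 5.49e-06), monocyte and macrophage (0.42, 15 of 20, 0.00382) and B cell (0.19, 15 of 21, 0.00641) were called. The others were phagocytosis (0.12, 0.0682), anti-apoptotic (−0.31, 0.768), immature neutrophil granule (−0.56, 0.913, where the test is higher), interferon (0.03, 0.768), platelet (0.51, 0.752), pro-apoptotic (−0.26, 0.614), proliferation (−0.15, 0.597), T and NK cell (−0.13, 0.998) and cell cycle arrest (0.00, 0.998). None of these calls held under fry or an estimated correlation.

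The splits of 3 libraries against 3 cannot by themselves exclude chance. For αD KO blood over time the real split was the largest of 10, and on the axis of its 1238 genes the WT blood libraries lay at 0.013 to 0.064 at 0h and at 0.844 to 1.037 at 12 hours, which argues against chance. Where 0 genes were called, every split gives at least as many (10 of 10), which decides nothing. In lung at 0h another split, with αD KO 1a and 1b beside WT 1b, called 4308 genes. The libraries on that side had counts in 820, 1206 and 1201 olfactory receptor genes, and those on the other side in 115 to 265. A comparison with 0 decides nothing for the interactions either (25 of 25 splits, the real one included), where other splits gave up to 9286 genes in lung, 1 in blood and 164 for tissue by time.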
